A study of Mus musculus with 12 samples. Its data were reported in "Global translation during early development depends on the essential transcription factor PRDM10" (2020).

How the data were processed

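RNA was collected from mESCs with floxed alleles of *Prdm10* after 24 h in 50 nM OHT or in EtOH, at Day 2 or Day 4. Each of the 12 libraries was assigned to 1 of 4 groups by its sample title, with 3 libraries per group. According to the labels, libraries were stranded, made from total RNA depleted of rRNA after DNase treatment, and sequenced as paired reads.

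For the deposited expected counts, the authors mapped reads to GRCm38.p6 with STAR and quantified genes of GENCODE vM18 with RSEM, one library at a time. An expected count is RSEM's estimate of the number of read pairs from a gene, which need not be whole because a pair that maps to several genes is shared among them. The deposited TPM values (transcript abundances scaled to a fixed total) come from the same step, are scaled to each library and were not used for tests. RSEM also gives the posterior SD of each count, which rises as reads are shared between genes, and an effective length that depends on which transcripts of the gene were found. The authors' deposited tables of log2 fold changes came from DESeq2, 1 table per day, and hold 54079 genes each. The deposited p-values and adjusted p-values are those of the same DESeq2 fits, left empty where DESeq2 gave none.

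Each library held 54146 genes. Of these, 54079 matched a symbol in the authors' tables, and the same number matched a GENCODE vM21 position on GRCm38, from which the printed coordinates and gene classes were taken. GC content was that of each gene's longest transcript in that annotation. PCR-amplified read pairs without molecular identifiers are not independent molecules, so that the SDs over libraries are the measure of error. Libraries of 35017670 to 41409990 expected counts leave little counting error for genes above the minimum mean. A gene with 3 or fewer counts in every library of a group was treated as being at the floor, where a fold change has no upper limit.

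Expected counts were rounded to whole numbers and tested with DESeq2 (version 1.42.0, R 4.3.3). DESeq2 was chosen because the study's methods used it, with edgeR as an alternative. For each day, the 3 libraries labelled OHT were compared with the 3 labelled EtOH by the Wald test, with median-of-ratios size factors and independent filtering. Genes with a Benjamini-Hochberg adjusted p below 0.05 and a mean normalised count above 100 were called. An absolute log2 fold change above 1 was added for genes over 2-fold. The difference between the days was tested as the interaction of treatment and day over all 12 libraries. The 6 EtOH libraries gave the difference between the days without OHT. Fold changes were not shrunken.

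Lists of genes were written from general knowledge of each process. They held 79 ribosomal protein genes, 79 mitochondrial ribosomal protein genes (78 in the files), 14 eIF3 subunit genes, 32 other translation factor genes, 27 ATF4 targets, 24 p53 targets, 25 pluripotency genes and 22 germ layer genes. The list of PRDM10-bound genes came from the study's ChIP-seq and held 633 genes, 627 of them in the files. It was not chosen on these libraries. Each of the 9 lists was tested on both days (18 tests) with camera in limma (version 3.58.1, preset correlation 0.01) on log2 CPM with a prior count of 2. The rotation test fry was run beside it. Only members with a mean normalised count above 100 entered, against all other genes above that mean. The share of bound genes over 2-fold was compared with that of other genes by Fisher's exact test, two-sided, over the same genes. Lists of lysosomal genes and of nuclear genes for mitochondrial DNA upkeep and RNA synthesis, processing and stability were written later. This was after the main results but before their own values were seen.

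Genes were named by rule. They are *Prdm10*, the 6 genes singled out by the study, 4 core pluripotency genes, and the 4 most positive and 4 most negative Day 4 log2 fold changes. The last 8 had to be called in the same direction on both days with normalised counts of the labels that did not overlap on either day. Any other gene is named with the statement that its values had been seen. The design, the main lists, this rule and the alternatives below were chosen before the data were examined.

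Each result was recomputed, one at a time, under those of these alternatives that apply to it, and those that only change which genes are counted were not run for single genes or list medians: edgeR (version 4.0.16) quasi-likelihood test; TMM factors or total counts as scaling; effective lengths as offsets; removal of each library's loess trend on gene length (span 0.3, 0.5 added to counts before log2); the replicate number as a block, with and without that trend; all 12 libraries in 1 fit; no minimum mean; adjustment over genes above the minimum alone; a test against a log2 fold change of 1; all list members; and each library left out. Where a list's median was set against random lists, 1000 lists matched on gene length and abundance were drawn with seed 1. Group labels were also permuted over all 10 splits of the 6 libraries of a day, and over 60 splits of the 12 libraries for the interaction.

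The tests were tested on simulated data, drawn from the mean counts and library sizes of the real libraries, with 200 genes changed by known amounts. All simulated genes had the same dispersion and varied independently of each other. DESeq2 recovered 177 of 200 (88.5%) with 11 false calls over 11602 genes, and 144 of the 150 whose log2 fold change exceeded 1. The edgeR test recovered 178 of 200 with 6 false calls, and the fit with a replicate block 167 of 200 with 2. With effective lengths, 170 of 200 were recovered and 28 calls were false over 11627 genes. The simulated counts did not depend on effective length, so these offsets could only add error. That result therefore does not rank the fit with effective lengths on real libraries. The interaction test recovered 156 of 200 with 14 false calls over 11610 genes. Of 9 simulated lists, camera called the 1 that had been shifted and none of the 8 others. Because the simulated genes varied independently, this cannot show how often camera calls unchanged lists in the real libraries. Other splits of the real libraries often gave called lists, as described below.

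Counts per exon were not analysed here, so that removal of the floxed part of *Prdm10* was not measured. The study's ChIP-seq and protein data were not analysed here beyond the list of bound genes. Plots were drawn with matplotlib (version 3.10.9).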

Results

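Gene expression was measured by RNA-seq in mouse embryonic stem cells (mESCs) that carry floxed alleles of *Prdm10* and a Cre recombinase fused to a modified oestrogen receptor. Hydroxytamoxifen (OHT) activates this recombinase, which then removes the floxed part of the gene. Ethanol (EtOH), the solvent of OHT, served as the vehicle control. Cells were exposed to 50 nM OHT or to EtOH for 24 h and harvested at Day 2 or Day 4, which gave 4 groups of 3 libraries. The 12 libraries held between 35017670 and 41409990 expected counts, so that depth differed little between the groups. Mean totals were 39139300 ± 3067782 (SD, n = 3) for EtOH and 37708910 ± 2629592 (SD, n = 3) for OHT at Day 2, and 38007420 ± 493292 (SD, n = 3) and 39852110 ± 1247752 (SD, n = 3) at Day 4. The 10 most abundant genes took between 9.29% and 10.3% of the counts of a library. No replicates were duplicates, since every pair within a group differed by more than sampling noise (chi-square per gene from 3.41 to 11.2 over 11627 genes). In a principal component analysis of these genes, PC1 held 40.4% of the variance and placed all Day 2 libraries below all Day 4 libraries. PC2 held 29.8% and placed the libraries labelled OHT below those labelled EtOH of the same day.

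The counts of the targeted gene were examined first, as a check of the labels. *Prdm10* (ENSMUSG00000042496.18) spans positions 31280538 to 31381723 on the plus strand of chromosome 9 in GRCm38. Its normalised count at Day 2 was 796 ± 32.8 (SD, n = 3) in the libraries labelled EtOH and 2161 ± 77.7 (SD, n = 3) in those labelled OHT. The log2 fold change was 1.44 (SE 0.07, DESeq2 adjusted p = 1.37e-105). At Day 4 the counts were 877 ± 46.6 (SD, n = 3) and 2027 ± 69.7 (SD, n = 3), with a log2 fold change of 1.21 (SE 0.06, DESeq2 adjusted p = 4.32e-83). All 3 libraries labelled OHT lay above all 3 labelled EtOH on both days. The gene-level count was therefore higher where the gene should be disrupted. According to the paper, Cre takes out a single exon, and the shifted reading frame leaves a truncated protein without function. A lower gene-level count is thus not required by the label. The paper also checked recombination in its mESCs in DNA, in transcripts of the floxed exon and in protein. A count over the whole gene cannot show whether the floxed part was removed, and counts per exon were not analysed here. For this reason the groups are called by their labels throughout, and every direction below is that of the libraries labelled OHT relative to those labelled EtOH. With effective transcript lengths as offsets, the alternative that moved these values most, the log2 fold changes were 1.295 and 1.065.

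**Figure D1:**
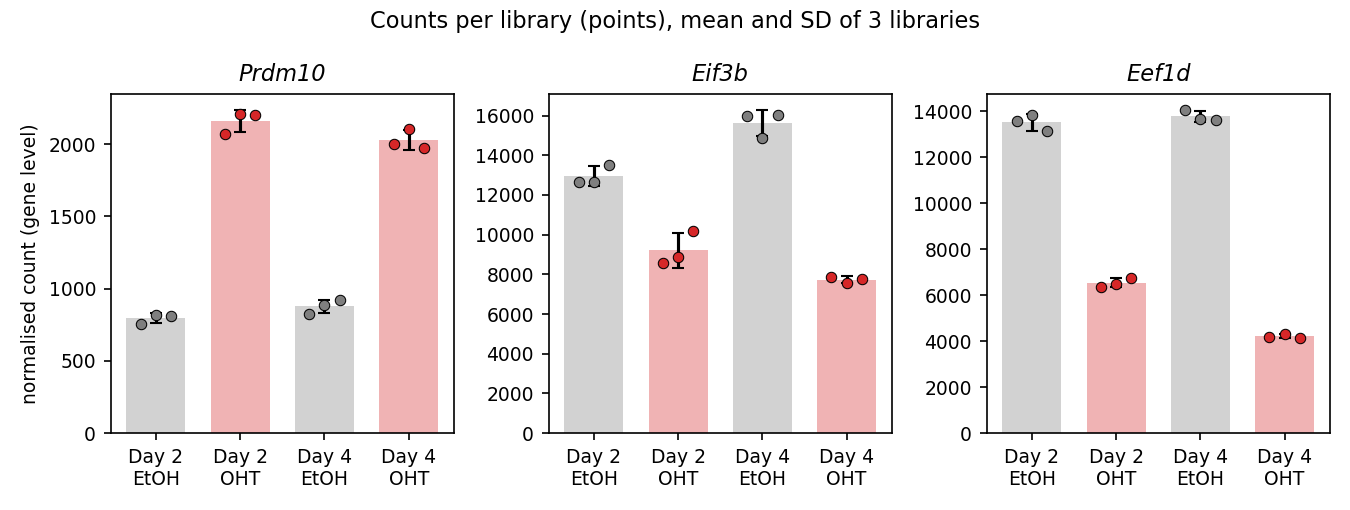
Normalised counts (y axis, gene level) of *Prdm10*, *Eif3b* and *Eef1d* in each library, by day and label (x axis). Points are single libraries, bars are means and error bars are SD of 3 libraries; *Prdm10* counts lie higher, and those of *Eif3b* and *Eef1d* lower, in the libraries labelled OHT on both days.

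To see how expression had changed by Day 2, the libraries labelled OHT were compared with those labelled EtOH over 11644 genes with a mean normalised count above 100. At a DESeq2 adjusted p below 0.05, 1068 genes (9.17%) were higher and 1238 (10.6%) were lower. Changes were small, with 7 genes over 2-fold higher and 52 over 2-fold lower. Of the 7, chosen here after their values were seen, 4 (*Gm37978*, *Gm44822*, *Gm45221* and *Gm48706*) belong to the annotation class TEC, which holds transcripts that still await experimental support. The Day 2 counts depended on single libraries. Without Day2_EtOH replicate 1 they were 615 higher and 586 lower, the largest move among the alternatives fitted without a replicate block. Without Day2_EtOH replicate 2 they were 697 and 710. Scaling changed the balance of directions, from 46.3% of the called genes higher to 53% with TMM factors, 52.6% with edgeR and 68.5% with total counts. The larger share thus turned from lower to higher under each of these, and also without Day2_EtOH replicate 1 (51.2%).

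The same comparison at Day 4 covered 11555 genes. It called 5214 of them, 2712 higher (23.5%) and 2502 lower (21.7%), of which 62 and 110 changed over 2-fold. Leaving out a library gave between 2094 and 2635 higher and between 1937 and 2191 lower. The Day 4 genes with the most positive values are uncertain. *Rnu3b1* (ENSMUSG00000105025.1), *Rnu3b2* (ENSMUSG00000098925.1) and *Rnu3b4* (ENSMUSG00000098641.1), named after their values were seen, belong to the same family of small nucleolar RNAs and had at most 3 counts in each library labelled EtOH. Each of these symbols has a second identifier, which was lower at Day 4 (log2 fold change -0.55) and whose count was far above the floor. The posterior SD of their counts reached 1316, 1344 and 1218, since their reads were split between genes.

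The study had mapped PRDM10 binding by ChIP-seq, and the comparison of bound with other genes asks whether the genes it occupies changed. At Day 2, 426 genes of the published list of bound genes were tested, and 193 of them were called lower and 46 higher. When p-values were adjusted over the list alone, the counts were 207 and 56. Over 2-fold lower were 51 of the 426 bound genes and 0.00891% of the others, an odds ratio of 1502 (Fisher's exact test, two-sided, p = 1.33e-73). The 1 other gene was *mt-Co3* (log2 fold change -1.07, SE 0.32, DESeq2 adjusted p = 0.00817), named after its value was seen, whose reads are shared with other genes (posterior SD up to 6904 counts). At Day 4, 217 of 424 bound genes were called lower and 58 higher (224 and 63 adjusted over the list alone). Over 2-fold lower were 76 (17.9%) against 0.305% of the other genes, an odds ratio of 71.1 (Fisher's exact test, two-sided, p = 8.18e-85). Across the alternatives, the count of bound genes over 2-fold lower was at least 36 at Day 2 and at least 55 at Day 4.

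Few bound genes rose over 2-fold. At Day 2 the 1 such gene was *Prdm10* itself. At Day 4 there were 4, *Prdm10*, *Cpsf4l*, *Arl2* and *Rhbdd3*, of which the last 3 were named after their values were seen. Their log2 fold changes were 1.16 (SE 0.06), 1.04 (SE 0.07) and 1.13 (SE 0.08). These counts did not differ from those of the other genes (Fisher's exact test, two-sided, p = 0.230 at Day 2 and p = 0.290 at Day 4). The median log2 fold change of all bound genes tested was -0.15 at Day 2 and -0.16 at Day 4, against -0.028 and 0.0063 over all genes tested (camera adjusted p = 7.24e-11 and 8.05e-11).

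**Figure D2:**
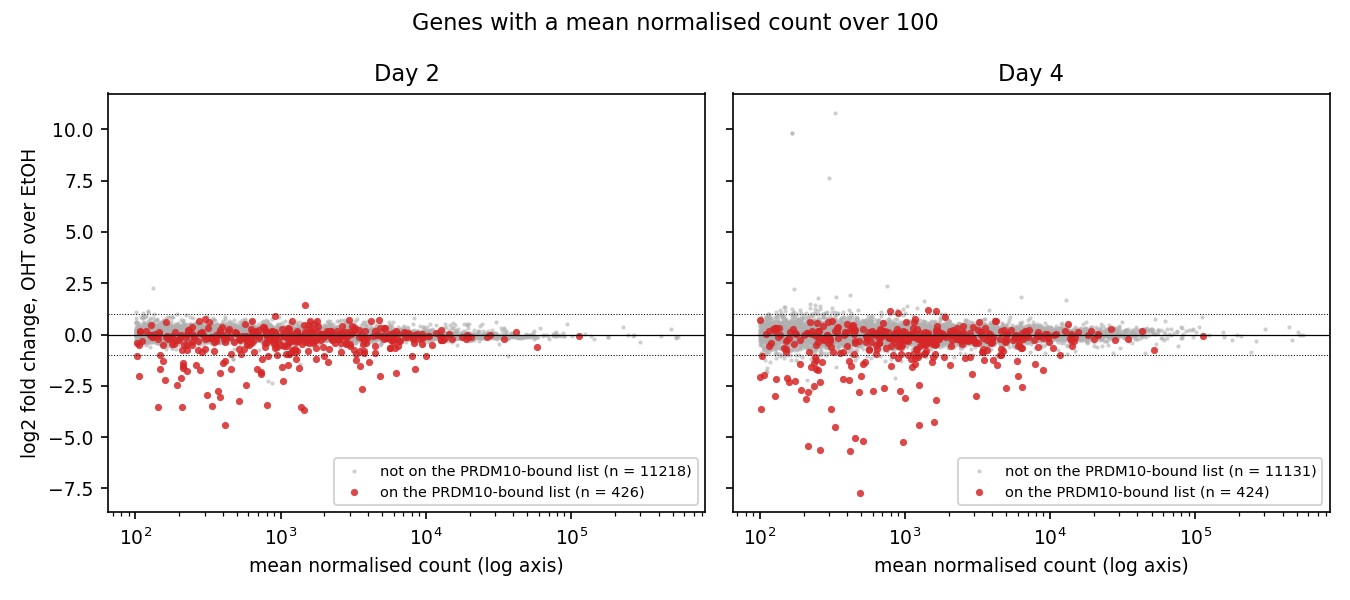
Log2 fold change of the libraries labelled OHT over those labelled EtOH (y axis) against the mean normalised count (x axis, log scale) for each gene tested, at Day 2 and Day 4. Red points are genes on the list of PRDM10-bound genes, grey points are other genes, and dotted lines mark 2-fold; nearly all points far below the lower line at Day 2 are red, and the grey points above 7 at Day 4 are 3 genes of a small nucleolar RNA family and *Exosc6*, whose fitted values rest on counts near 0 in the libraries labelled EtOH.

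The days were then compared with each other. Of the genes called on both days (1428), 1063 changed in the same direction, 411 higher and 652 lower. The remaining 365 changed direction, 146 from lower to higher and the rest from higher to lower. A test of the difference itself (interaction of treatment and day, DESeq2 adjusted p below 0.05) called 3752 of 11616 genes. Among these, 2462 had fold changes of opposite sign on the 2 days, 1174 had the same sign and a larger change at Day 4, and 116 the same sign and a smaller change. Expression also differed between the days within each label. In the libraries labelled EtOH, 2380 genes were higher and 2371 lower at Day 4 than at Day 2, and in those labelled OHT the counts were 3568 and 2670.

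The study singled out a few PRDM10-bound genes as candidate targets, some of which take part in protein synthesis. *Eif3b* (ENSMUSG00000056076.13, chromosome 5, 140419328 to 140443360, plus strand) encodes a subunit of the translation initiation factor eIF3. Its normalised count at Day 2 was 12937 ± 507 (SD, n = 3) in the libraries labelled EtOH and 9210 ± 878 (SD, n = 3) in those labelled OHT. The log2 fold change was -0.49 (SE 0.06, DESeq2 adjusted p = 1.79e-15). At Day 4 the counts were 15634 ± 665 (SD, n = 3) and 7742 ± 162 (SD, n = 3), a log2 fold change of -1.01 (SE 0.04, DESeq2 adjusted p = 8.05e-171). The libraries of the 2 labels did not overlap on either day. *Eef1d* (ENSMUSG00000055762.16, chromosome 15, 75894205 to 75909556, minus strand), which encodes an elongation factor, had log2 fold changes of -1.05 (SE 0.04, DESeq2 adjusted p = 2.12e-137) and -1.71 (SE 0.03, with an adjusted p too small to be written). *Rpl19* (ENSMUSG00000017404.12, chromosome 11, 98026710 to 98030492, plus strand), a ribosomal protein gene, had -0.59 (SE 0.04, DESeq2 adjusted p = 9.32e-61) and -0.73 (SE 0.03, DESeq2 adjusted p = 2.89e-148).

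The other genes that the study singled out also fell. *Ss18* had the same log2 fold change at both time points, -1.23 (SE 0.05) and -1.23 (SE 0.04). *Ube2a* had -0.78 (SE 0.07) and -1.08 (SE 0.06). *Selenow* moved from -1.29 (SE 0.12) to -5.06 (SE 0.19), when its normalised count was 26.4 ± 3.04 (SD, n = 3) in the libraries labelled OHT and 877 ± 78.8 (SD, n = 3) in those labelled EtOH. All of these were called on both days under each alternative run for single genes.

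By the rule fixed for naming genes, the most negative Day 4 values among genes called in the same direction on both days were those of *Nmral1*, *Galnt10*, *Mpst* and *Madd*, all on the list of bound genes. Their log2 fold changes were -4.39 (SE 0.16), -3.03 (SE 0.13), -2.96 (SE 0.14) and -3.54 (SE 0.20) at Day 2, and -7.74 (SE 0.40), -5.68 (SE 0.22), -5.61 (SE 0.28) and -5.43 (SE 0.29) at Day 4. In the libraries labelled OHT at Day 4 only 4.49 ± 2.6, 15.9 ± 1.73, 10.4 ± 1.36 and 9.81 ± 4.48 normalised counts (SD, n = 3) were left. The most positive values were those of *Uap1l1*, *Patl2*, *Lrrc75a* and *Gm48377*, none of them on the list. These rose by 0.74 (SE 0.09), 0.63 (SE 0.17), 1.00 (SE 0.15) and 0.72 (SE 0.18) on the log2 scale at Day 2 and by 2.37 (SE 0.09), 2.21 (SE 0.18), 1.95 (SE 0.11) and 1.83 (SE 0.12) at Day 4. The Day 2 call of *Patl2* was lost without Day2_EtOH replicate 1 or Day2_OHT replicate 2 (log2 fold change 0.57 in both cases, DESeq2 adjusted p = 0.0550 and 0.0518).

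Markers of the pluripotent state changed little. *Pou5f1* had a log2 fold change of -0.13 (SE 0.04, DESeq2 adjusted p = 0.00625) at Day 2 and -0.040 (SE 0.03, DESeq2 adjusted p = 0.311) at Day 4. *Sox2* was lower at Day 2 (-0.29, SE 0.04) and higher at Day 4 (0.16, SE 0.03). *Klf4* was not called at Day 2 (-0.078, SE 0.05) and was higher at Day 4 (0.31, SE 0.04). *Nanog* lay within error of no change at Day 2 (log2 fold change under 0.01 in size, SE 0.04) and was higher at Day 4 (0.18, SE 0.03). The Day 2 call of *Pou5f1* was lost when libraries were scaled to total counts (log2 fold change -0.093) and when a trend with gene length was removed (-0.068). It was also lost without Day2_EtOH replicate 1 (-0.13), Day2_EtOH replicate 2 (-0.12) or Day2_OHT replicate 2 (-0.12).

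Gene lists for translation, stress and cell state were tested as sets. Of 79 ribosomal protein genes, 76 had a fold change below 0 at Day 2, with a median log2 fold change of -0.082 (camera adjusted p = 5.78e-06), and 77 had one above 0 at Day 4, with a median of 0.20 (camera adjusted p = 3.59e-12). The Day 2 direction flipped to 0.010 once a trend with gene length was removed, whereas the Day 4 median lay between 0.18 and 0.21 across the scalings. At Day 4, 75 of these genes were called higher and 2 lower (76 and 2 adjusted over the list alone). At Day 2, 27 were called lower (38 adjusted over the list alone). Mitochondrial ribosomal protein genes had a median of -0.10 on both days (camera adjusted p = 6.59e-07 and 3.91e-05), with 73 and 62 of 78 below 0. Called lower were 21 at Day 2 and 34 at Day 4, against 1 and 5 called higher (26 and 36, against 1 and 5, adjusted over the list alone). Their Day 2 median was -0.034 and no longer called after removal of the length trend.

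The 14 eIF3 subunit genes had a median of -0.095 at Day 2 (camera adjusted p = 0.0215) and 0.060 at Day 4 (camera adjusted p = 0.927), so the change of *Eif3b* was not shared by the complex at Day 4. The Day 2 call of this list was lost without Day2_OHT replicate 2 (median -0.093, camera adjusted p = 0.0502). Called lower were 5 at Day 2 and 4 at Day 4, when 6 were called higher (7 lower, then 4 lower and 6 higher, adjusted over the list alone). Other translation factor genes had medians of -0.064 and -0.059 (camera adjusted p = 0.0823 and 0.231). Of these 32 genes, 9 and 12 were called lower and 3 and 8 higher (12 and 13, and 4 and 8, adjusted over the list alone).

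Targets of the stress-responsive transcription factor ATF4 had the most negative medians. At Day 2 all 25 lay below 0, with a median of -0.27 (camera adjusted p = 8.36e-09), and at Day 4, 23 of 24 did, with a median of -0.63 (camera adjusted p = 3.59e-12). Called lower were 18 and 22 of them (20 and 22 adjusted over the list alone). The exception at Day 4 was *Ddit3* (log2 fold change 0.40, SE 0.15), named after its value was seen. Targets of p53 had medians of -0.073 and 0.014 (camera adjusted p = 0.216 and 0.718), with 5 and 3 called lower and 2 and 7 higher (6 and 3, and 3 and 7, adjusted over the list alone).

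Pluripotency genes had medians of -0.038 and 0.11 (camera adjusted p = 0.930 and 0.182). Of 25, 7 and 4 were called lower and 6 and 12 higher (8 and 5, and 7 and 13, adjusted over the list alone). Their Day 2 median had no stable sign, since it lay at or above 0 after removal of the length trend or without Day2_OHT replicate 3. Germ layer genes were too scarce in these cells for a test of weight, with 5 of 22 tested at Day 2 and 4 at Day 4 (medians -0.055 and 0.022, camera adjusted p = 0.833 and 0.718). At Day 2, 1 was called lower. At Day 4, 2 were called lower and 1 higher (2 and 2 adjusted over the list alone). All 9 list calls by camera held under fry at an adjusted p below 0.05. Fry called 6 further tests that camera did not. At Day 2 these were other translation factors (fry adjusted p = 1.04e-04), pluripotency genes (0.0203) and p53 targets (0.0374), and at Day 4 other translation factors (0.0374), pluripotency genes (0.00271) and germ layer genes (0.00157). Calls by camera alone did not set the labels apart from other groupings, since 8 of the 10 splits of the Day 4 libraries into 3 and 3, the real one included, gave as many called lists. The real median was the largest of the 10 in size for 8 of the 9 lists at Day 2 and 6 at Day 4.

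**Figure D3:**
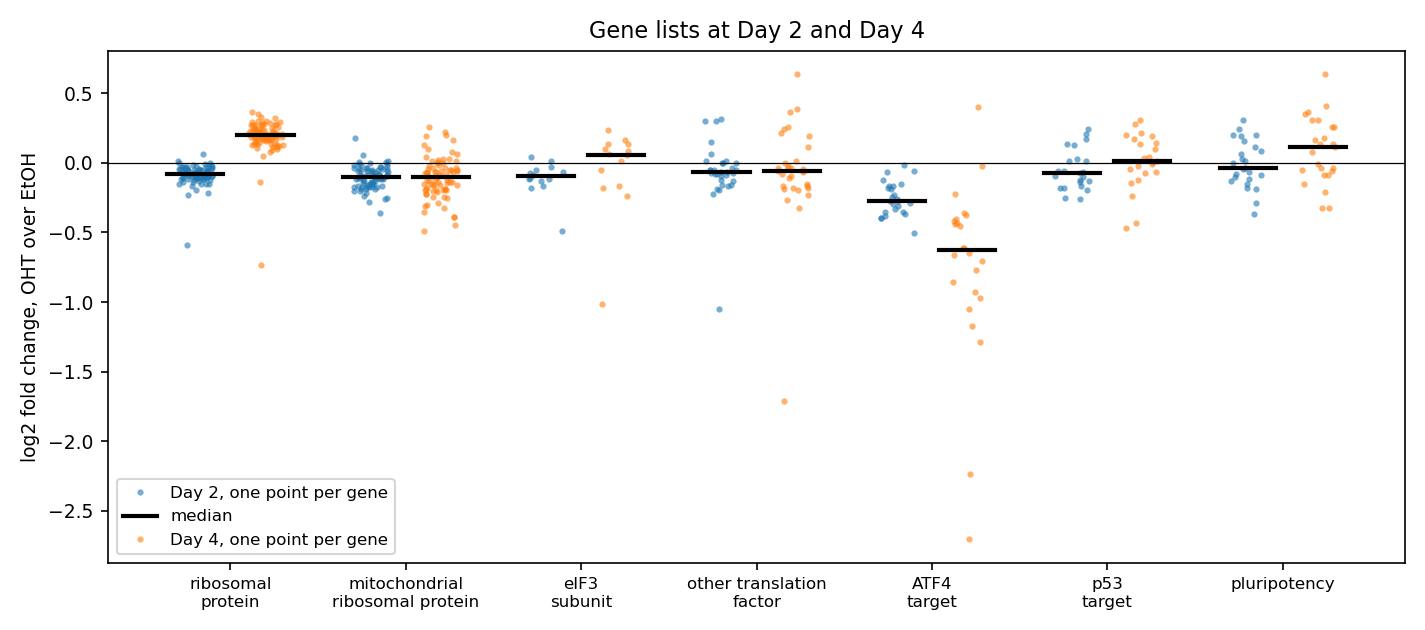
Log2 fold change of the libraries labelled OHT over those labelled EtOH (y axis) of each member with a mean normalised count above 100, for 7 gene lists (x axis) at Day 2 (blue) and Day 4 (orange). Black lines are medians; those of the ribosomal protein genes were -0.082 and 0.20, the first of which flipped to 0.010 after removal of a trend with gene length, and those of the ATF4 targets were -0.27 and -0.63.

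The composition of the libraries was compared as well. The 13 mitochondrially encoded mRNAs made up 1.25% ± 0.0468 of expected counts (SD, n = 3) in the libraries labelled EtOH and 1.03% ± 0.0301 (SD, n = 3) in those labelled OHT at Day 2, and 1.33% ± 0.0333 (SD, n = 3) and 0.792% ± 0.0302 (SD, n = 3) at Day 4. Of the 13 mRNAs, only 3 were called lower and 2 higher at Day 2, so the smaller share was not a fall of all of them. TEC genes made up 0.112% ± 0.0116 (SD, n = 3) and 0.149% ± 0.00599 (SD, n = 3) at Day 2. At Day 4 they made up 0.106% ± 0.0196 (SD, n = 3) and 0.0902% ± 0.00172 (SD, n = 3), which overlapped. In the other 3 comparisons the libraries of the labels did not overlap, and an exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1.

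**Figure D4:**
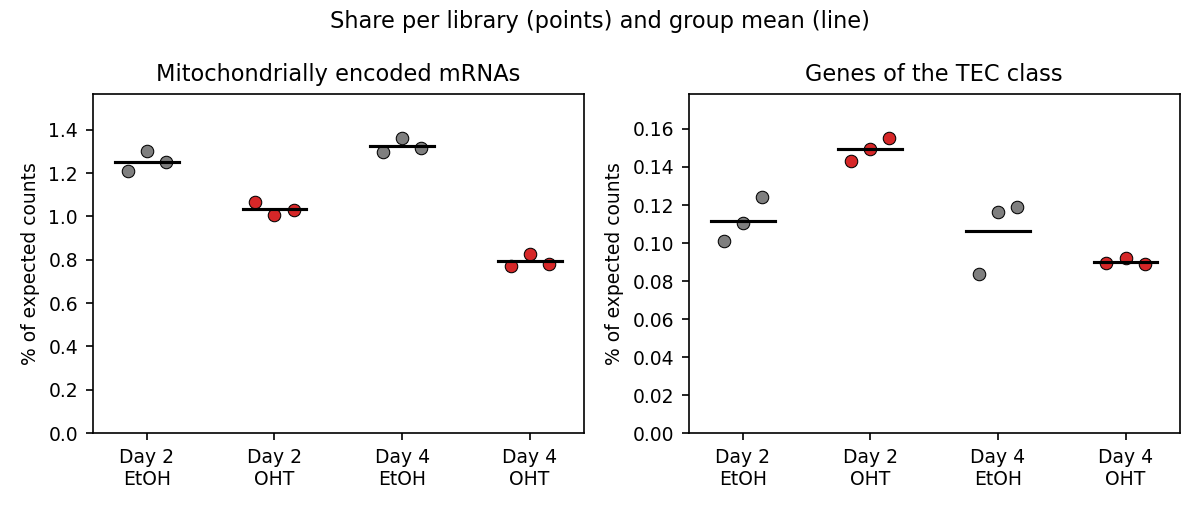
Share of expected counts (y axis, %) taken by the 13 mitochondrially encoded mRNAs and by genes of the TEC class in each library, by day and label (x axis). Points are single libraries and lines are means of 3; the mitochondrial share at Day 4 was 0.792% in the libraries labelled OHT and 1.33% in those labelled EtOH.

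The authors' deposited table for Day 2 held 953 genes higher and 1019 lower at the same thresholds, and the authors' deposited table for Day 4 held 2393 and 2157. Over the genes that those tables hold, the counts came out the same when effective gene lengths entered the fit as offsets. The largest difference in log2 fold change was then 1.59e-09. With rounded counts alone, as used above, 1765 genes at Day 2 and 4277 at Day 4 were called here and in the authors' deposited tables.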

Values the study reported

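The study reported that, among mESCs lacking PRDM10, 953 genes (8.2%) rose and 1019 (8.7%) fell at Day 2, and that 2393 (20.7%) rose and 2157 (18.7%) fell at Day 4. It counted 633 genes with PRDM10 binding sites, of which 52 at Day 2 and 76 at Day 4 changed by more than 2-fold at an adjusted p below 0.05. These counts take in both directions, unlike the counts of bound genes over 2-fold lower given above.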

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

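The results in this part drew attention because the treatment effect differed between the days, or because RSEM's effective lengths, used above only as offsets and not as a measurement, shifted with the label. The tests of the *Prdm10* count and of the number of reads behind the effective lengths were chosen only after those results were seen.

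The interaction of treatment and day was called for 3752 genes. Of the 60 splits of the libraries drawn, only the real one gave as many. The next largest counts, from 2955 to 3080, came from splits that kept the Day 4 labels and regrouped Day 2, whereas those that kept the Day 2 labels and regrouped Day 4 gave at most 291. The size of the count thus owes more to Day 4 than to Day 2. A trend with gene length argued little, since 3680 genes were called after its removal. Reads shared between genes also explained little, since 95.8% of the called genes had a posterior SD under 1% of their count, against 94.2% of all genes tested. What stays open is the timing. Day 2 and Day 4 libraries were harvested at different times, so a longer absence of the protein, a later stage of the response and a difference in culture between the harvests may each contribute. These were not tested.

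Of the 19 genes named by rule, 17 had an effect that differed between the days. Effects that were more negative at Day 4 were those of *Eif3b* (difference in log2 fold change -0.52), *Eef1d* (-0.66), *Rpl19* (-0.14), *Selenow* (-3.77), *Ube2a* (-0.30), *Nmral1* (-3.35), *Galnt10* (-2.65), *Mpst* (-2.64) and *Madd* (-1.88). More positive were *Klf4* (0.39), *Sox2* (0.46), *Nanog* (0.19), *Uap1l1* (1.63), *Patl2* (1.58), *Lrrc75a* (0.94) and *Gm48377* (1.11). These 16 were called in all 20 settings tried for the interaction. The difference of *Prdm10* was -0.23 (DESeq2 adjusted p = 0.0224) and was called in only 10 of the 20. *Ss18* was called in none and *Pou5f1* in 1. The 8 genes with the most extreme Day 4 values were picked for those values, so a larger effect at Day 4 was built into their choice.

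The higher *Prdm10* count in the libraries labelled OHT seemed at first sight to argue against the labels, although loss of the floxed exon need not lower it. A swap of labels would place the loss of bound genes over time in the libraries labelled EtOH. Instead, 17 bound genes changed over 2-fold between the days in the libraries labelled OHT, and 2 in those labelled EtOH. Shared reads had no part in it, since the posterior SD of its count was 0 in every library. A longer mix of transcripts, allowed for by effective lengths, left a Day 4 log2 fold change of 1.07 in place of 1.21. A candidate explanation is that a transcript without the floxed part is still made and accumulates when its protein no longer acts on the gene, which is itself on the list of bound genes. That hypothesis needs counts per exon and was not tested.

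Shifts in effective length are given relative to the typical effective length of each library. The effective length of *Prdm10* was longer in the libraries labelled OHT, by 0.14 on the log2 scale at Day 4 and 0.16 at Day 2. That of *Eef1d* was shorter (-0.16 and -0.091), as were those of *Mpst* (-0.39 and -0.074) and *Madd* (-1.40 and -0.82). Of the 19 named genes, these 4 shifted in the same direction on both days, without overlap of the labels and by more than the range of the libraries labelled EtOH. Another 8 were also separated on both days, but in opposite directions and by small amounts. The most negative was -0.018 for *Rpl19* at Day 4. The median effective length itself was lower in the libraries labelled OHT at Day 2 (2260 against 2272). At Day 4 it was higher (2284 against 2269). The opposite directions of these 8 thus went with the scaling, and the unscaled lengths of *Rpl19* overlapped between the labels at Day 2. Too few reads do not explain the shifts of *Prdm10* and *Eef1d*, whose lowest expected count in a library labelled OHT was 2008. A change in which transcripts are used, or in how RSEM splits reads among them, may lie behind these shifts and stays open. In the libraries labelled OHT at Day 4, the lowest count was 7 for *Madd* and 10 for *Mpst*. A split resting on a handful of reads is a candidate explanation there. At Day 2 the counts were 21 to 40 for *Madd* and 62 to 78 for *Mpst*. Few reads thus explain the small Day 2 shift of *Mpst* less readily. Because its split may rest on few reads, the fold changes of *Madd* are less certain than their SEs state. Even so, *Madd* and *Mpst* were called lower on both days under each alternative run for single genes.

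Of the 9 lists, camera called 3 as different between the days. The difference in median was 0.28 for ribosomal protein genes (camera adjusted p = 1.90e-19), -0.41 for ATF4 targets (camera adjusted p = 3.57e-12) and -0.056 for PRDM10-bound genes (camera adjusted p = 1.03e-04). All 3 also held under fry, which in addition called pluripotency genes (fry adjusted p = 1.32e-04) and p53 targets (0.0126). After removal of the length trend, mitochondrial ribosomal protein genes differed as well (difference in median -0.062, camera adjusted p = 0.00103, and 0.00175 with the replicate block; up to 0.969 across the settings). The difference was above 0 for 77 of 79 ribosomal protein genes and below 0 for all but 2 of 25 ATF4 targets. It was below the all-gene median of 0.035 for the bound genes as a list, but 176 of 427 lay above 0.

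The ribosomal protein genes are short and abundant, which makes them prone to length effects. However, 0 of 1000 lists matched on both reached their difference, and the highest of these was 0.18. Removal of a trend with GC content and gene length left 0.19 of the 0.28. The 40 members with the least shared reads gave 0.29 and the 39 with the most gave 0.27, which argues against reads taken up by pseudogenes. Scaling to total counts gave 0.23. Part of the difference thus went with length and GC content, and removal of the length trend alone left a Day 2 median of 0.010. The Day 4 rise is the part that may be biological. It stands as a hypothesis from these data, since it was found and tested on the same libraries.

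For the ATF4 targets, 0 of 1000 matched lists had as low a Day 4 median (lowest -0.17), and removal of the trend left -0.65 against -0.63. A lower level of the *Atf4* transcript is a candidate explanation. Its log2 fold change was -0.61 at Day 4 and -0.18 at Day 2, in the same order as the list. The protein, which is set largely at translation, was not measured here. For the bound genes, 0 of 1000 matched lists had as low a Day 4 median (lowest -0.030), and -0.17 was left after removal of the trend, against -0.16. Neither abundance nor length therefore explains the fall of the bound genes, and loss of activation by PRDM10 may be its source. Whether each bound gene responds directly was not tested.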

How the results depend on the processing

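No result that answers a comparison changed its direction or its side of the threshold under edgeR, TMM scaling, effective lengths or adjustment over genes above the minimum mean alone. The balance of the Day 2 calls did turn, from 46.3% higher to 52.6% with edgeR and 53% with TMM. *Prdm10* (log2 fold change from 1.295 to 1.478 at Day 2 and from 1.065 to 1.244 at Day 4), *Eif3b* and the medians of the bound genes and the ATF4 targets kept direction and call under each alternative run for them, which leaves out those for gene counts. The edgeR test called 2813 genes at Day 2, of which 2169 were also called in the same direction by DESeq2 among its 2306.

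Removal of the length trend changed the Day 2 lists, since shorter genes were lower at Day 2 (medians from -0.079 in the shortest of 5 length groups to 0.058 in the longest) but not at Day 4 (0.014 and -0.0070). The medians became -0.043 for eIF3 subunit genes and -0.034 for mitochondrial ribosomal protein genes, neither called, 0.010 for ribosomal protein genes and 0.000935 for pluripotency genes. *Nanog* at Day 2 became 0.0252. Why shorter genes were lower was not tested.

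Libraries that share a replicate number shared only the number. The correlation of their deviations across genes, which are not independent replicates, lay between -0.03 and 0.08 at Day 2 and between -0.23 and 0.12 at Day 4. With the replicate block, 658 genes were higher and 659 lower at Day 2, 5.9e+02 were called in the same direction on both days and 2395 had a different effect on the 2 days. The block changed no other call apart from those of *Patl2* at Day 2 and of the difference between the days of *Prdm10* (DESeq2 adjusted p = 0.121, from 0.00537 to 0.333 across the settings). With the block and the length trend removed together, these counts were 533, 579, 534 and 2277, and the Day 2 medians were -0.043 for eIF3 subunit, -0.034 for mitochondrial ribosomal protein, 0.010 for ribosomal protein and 0.000111 for pluripotency genes. *Nanog* was 0.0251.

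Scaling to total counts gave 638 genes lower at Day 2 and raised the share of higher calls from 46.3% to 68.5%, since it moved the median log2 fold change of all genes from -0.028 to 0.0093. The Day 2 value of *Nanog*, close to 0, reversed to 0.0351 with this scaling, to 0.00753 with TMM and to 0.0112 with edgeR.

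Counts of genes over 2-fold depended on how the threshold was set. A test against a log2 fold change of 1 called 1 gene higher at Day 2 in place of 7, and at Day 4 15 higher in place of 62 and 60 lower in place of 110. It called 0 bound genes higher at Day 4, with 2 at an unadjusted p below 0.05, because it asks for a change larger than 2-fold beyond error. Without a minimum mean, more genes were eligible, with 82 higher at Day 2, 138 higher and 293 lower at Day 4, and 2 bound genes higher at Day 2. All 12 libraries in 1 fit gave 3 genes over 2-fold higher at Day 2, and the cause was not tested. With all list members, the germ layer medians reversed to 0.11 at Day 2 and -0.10 at Day 4, since most members are scarce. The lists of other translation factors at Day 2 (-0.064), p53 targets at Day 2 (-0.069) and pluripotency genes at Day 4 (0.11) were then called.

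Across the fits that each left out one library, Day 2 counts ranged from 615 to 1052 higher, from 586 to 1122 lower and from 2 to 16 over 2-fold higher, and genes called in the same direction on both days from 649 to 1015. Day2_EtOH replicate 1 gave the lowest values of the first, second and last of these, and 4 over 2-fold higher. Without Day2_EtOH replicate 2, 697 were higher and 710 lower. Day2_EtOH replicate 3 gave the 16 and Day2_OHT replicate 3 the 2. Day 2 medians ranged from -0.11 to -0.086 for eIF3 subunits, with the call lost at -0.093 without Day2_OHT replicate 2, and from -0.074 to -0.058 for other translation factors, called at -0.071 without Day2_OHT replicate 3. Pluripotency genes ranged from -0.056 to 0.000678, the latter without the same library. Germ layer genes at Day 4 ranged from -0.00165, without Day4_OHT replicate 1, to 0.39. *Nanog* at Day 2 ranged from -0.0229 to 0.0192. The smaller number of libraries lowers the count of calls, whereas the other causes were not tested. Of the single named genes, 5 calls became weaker, all of *Patl2* and *Pou5f1* at Day 2.

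Depth was similar in all libraries and limits mainly the scarce genes. Most germ layer genes lay under the minimum mean, so that their state could not be tested here.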

Other observations

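The tests of rRNA depletion, of both strands and of the rRNAs for mitochondrial transcripts, and the comparison of lysosomal genes with matched lists, were chosen only after those results were seen.

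With 3 libraries against 3 there are 10 splits, so no share below 0.1 can be had. For the genes called at Day 2, 1 of the 10 splits, the real one, gave as many, and the others gave at most 4. The same was 1 of 10 at Day 4, where the others gave at most 1, and 1 of 10 for Day 4 against Day 2 in the libraries labelled EtOH, where they gave at most 2. For bound genes over 2-fold lower it was 1 of 10 on each day. For genes called in the same direction on both days it was 1 of 200 pairs of splits, and the next largest count, 365, was that of the real splits with one day's labels exchanged. List calls by camera separated less well. At Day 2, 2 of the 10 splits gave as many lists, and at Day 4, 8 of the 10 did, when the real split called 4 lists and another split 5. A camera p-value at its preset correlation therefore says less here than the size of the median. The real median was the largest of the 10 for 8 of 9 lists at Day 2 and 6 of 9 at Day 4, where the exceptions were eIF3 subunit, germ layer and p53 target genes.

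Mitochondrially encoded mRNAs were lower at Day 4 in the libraries labelled OHT, with a median log2 fold change of -0.59 (from -0.62 to -0.57 across 15 settings). Of 13, 11 were called lower. At Day 2 the median was -0.036 and its sign changed with the setting, from -0.052 to 0.11. Stronger depletion of rRNA would lower the mitochondrial rRNAs at least as much as the mRNAs. Instead, the ratio of mRNA to rRNA counts differed between the labels by -0.62 on the log2 scale at Day 4. It was 1.26 to 1.58 in the libraries labelled OHT and 2.06 to 2.22 in those labelled EtOH. At Day 2 the ratio was also lower, 1.25 to 1.40 against 1.86 to 2.36. There the mRNAs took a smaller share of the counts, 1.03% against 1.25%, although their median log2 fold change was -0.036. Of the 13, 3 were called lower, *mt-Co1* (-0.37), *mt-Co3* (-1.07) and *mt-Nd6*, and 2 were called higher. The smaller share was thus not a fall of the mRNAs as a set, and the reads of *mt-Co3* are shared with other genes. Both rRNAs were called higher at Day 2, with a median of 0.47. The lower Day 2 ratio thus came with a smaller share of mRNAs and a larger share of rRNAs. A lower ratio leaves open whether rRNA depletion was weaker in the libraries labelled OHT on both days. A fall of transcripts from both strands at Day 4 is argued against by *mt-Nd6* alone, the 1 mRNA of the other strand. Its log2 fold change was 0.066 (SE 0.067) at Day 4. At Day 2 *mt-Nd6* was called lower (-0.40, DESeq2 adjusted p = 5.28e-05). The fall at Day 4 is therefore one of most mRNAs of 1 strand. Whether the rRNAs fell along with these mRNAs cannot be told apart from the effect of depletion. Their median was -0.31, but *mt-Rnr1* (-0.55) was called lower and *mt-Rnr2* (-0.073, DESeq2 adjusted p = 0.501) was not. A candidate explanation is lower expression of nuclear genes for mitochondrial gene expression. The list used for it mixes genes for RNA synthesis with those for DNA upkeep and for RNA processing, stability and decay. Its median therefore does not measure RNA synthesis alone. The median of these 26 genes was -0.14 at Day 4 (camera adjusted p = 0.00390 over 4 tests), with 13 called lower and 4 higher. At Day 2 it was -0.10, and 3 of the genes are on the bound list. The Day 4 value of *mt-Nd6* leaves this explanation open only for the strand that fell. These mitochondrial genes were named after their values were seen. A difference in culture between the flasks was not tested.

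Lysosomal genes rose. *Flcn*, a bound gene named after its values were seen, fell by 2.25 on the log2 scale at Day 2 and by 3.11 at Day 4. Its product restrains the transcription factors TFEB and TFE3, which activate lysosomal genes, so its loss would be followed by a rise of those genes. The median of the list was 0.31 at Day 4 (camera adjusted p = 5.08e-10 over 4 tests), with 41 of 44 above 0, 35 called higher and 2 lower, and 0.12 at Day 2. Across 15 settings the Day 4 median lay between 0.28 and 0.33. Of 1000 matched lists, 0 had as high a median (highest 0.11), and 0.29 was left after removal of a trend with GC content and gene length. Release of lysosomal genes by loss of *Flcn* may therefore explain the rise, as a hypothesis. Another route from OHT or from slower growth to the same genes was not tested, and 2 members of the list are themselves bound.

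Genes of the TEC class were higher at Day 2 in the libraries labelled OHT. Many TEC transcripts lie within introns, so unspliced RNA would be counted for them. Of 760 such genes with a mean above 10, the 605 inside another gene on the same strand had a median of 0.53 and the 155 outside had 0.19 (permutation test over genes, two-sided, p = 1e-05, the smallest that 100000 permutations can give; genes are not independent replicates). At Day 4 the medians were -0.48 and -0.068, so the direction had turned. The size at Day 4 depended on single libraries. For TEC genes with a mean above 100, the Day 4 median was -0.19 and ranged from -0.27 to -0.077 across 15 settings. It was smallest in size without Day4_EtOH replicate 3. More unspliced RNA at Day 2 may explain the difference between inside and outside. Genomic DNA would raise silent genes alike. The summed share of 1407 olfactory receptor genes had a log2 ratio of 0.21 at Day 2, too small for DNA to be the whole cause. It was nonetheless higher in all 3 libraries labelled OHT (from 13.22 to 15.14 CPM) than in those labelled EtOH (from 12.06 to 12.26) and close to the 0.19 of the outside genes, so a smaller contribution of DNA stays open. At Day 4 the ratio was -0.082.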
